A study of Eriocheir sinensis with 6 samples. Its data were reported in "Integrated Analysis of ATAC-Seq and RNA-Seq Reveals the Signal Transduction Regulation of the Molting Cycle in the Muscle of Chinese Mitten Crab (Eriocheir sinensis)" (2026).

How the data were processed

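Muscle of inter-molt crabs was measured in 6 libraries, 3 by RNA-seq and 3 by ATAC-seq, and the labels number the crabs 1 to 3 in each assay. According to the study's methods, the muscle sample of each crab was divided between both assays, and libraries with the same number were taken to come from the same animal. The peak names within the third ATAC list carry a number other than 3, so that the pairing of crab 3 rests on the sample record. The check of this pairing on the data, the correlation across genes of expression and promoter deviations, gave 0.0516, 0.0236 and 0.0326 for the same-numbered libraries. The replicates are separate animals, with 1 library each per assay.

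For RNA-seq, the authors trimmed the reads with Trimmomatic, aligned them with HISAT2 (version 2.0.5 in the submitters' processing notes) and counted them per gene with featureCounts (version 1.5.0-p3 there), leaving out reads that mapped to several places. The deposited values are FPKM, made by the authors per kilobase of gene model and scaled to a library size. The deposited gene lengths and positions, in bases, are also the authors' values. In each library the value of every gene multiplied by its length was a whole multiple of 1 step. This held within 1% of the gene's read count for 100% of the values, and the largest relative deviation was 9.3e-08. Dividing by that step gave the reads per gene. The recovered totals were 6772294, 7391379 and 7920094 reads. The library sizes used by the authors were 1.04, 1.27 and 0.491 times these totals, a scaling whose method is not given in the sources used here. No count model was fitted to them. The annotation has 21314 EVM gene models and 7357 loci added by the authors, on an assembly whose sequences carry CM names (72 placed sequences) or JACDRO names (unplaced). The tables pair no gene with a name or description, and the RefSeq table of the species shares no identifier with it (0 matched), so names were taken only for the receptors whose identifiers the study gives. With 3 replicates and no molecular identifiers stated for the reads, precision is set by the spread between crabs. Adjacent genes can share reads where models overlap or where near-identical copies exist, and strand use was not stated.

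For ATAC-seq, the authors trimmed reads with skewer, aligned them with BWA, kept well-mapped, properly paired, non-mitochondrial reads and called peaks in each library on its own with MACS2, keeping duplicates and splitting peaks into summits. The peak position, score, fold enrichment (a ratio of pileup over local background at the summit), −log10 p and −log10 q are the authors' deposited values. The deposited score is 10 times the −log10 q, cut to a whole number. A peak with several summits was taken once, with its highest fold enrichment. The lowest −log10 q listed was 1.30 in each library. Whether read positions were shifted for the transposase is not given in the sources used here, and a shift of a few bases would not move a peak across a promoter of this width except at its edge. Read totals are not given in the files. MACS2 fixes pileup and local background from fold enrichment and p, and solving for both at 99.8% ± 0.0359 of the summits (SD, n = 3) gave a lowest background of 3.94, 3.44 and 3.49 fragments in crabs 1, 2 and 3, a relative measure of depth.

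Positions are given on the sequences named in the files and counted from 1, and the starts of peaks, counted from 0 in the files, were raised by 1. The promoter was the TSS with 2 kb on either side, as in the study. Peaks of the 3 libraries were merged where they overlapped by at least 1 base. For the random placement each peak was moved to a random position on its own sequence, 100 times, where the length of a sequence was its highest position in the files. Promoter accessibility of a gene was the highest fold enrichment of a peak overlapping its promoter, with 0 where there was none. Expression was FPKM or log2(FPKM + 1), and differences on that scale understate the change of low genes. A gene was called different between crabs when log2(FPKM + 1) ranged over at least 2 and the mean FPKM was at least 1. Spearman rho, permutations of genes (100000), random lists (10000) and exact permutations of the 6 pairings were used, with Benjamini-Hochberg adjustment over the 9 lists. Random lists for accessibility were matched on 20 bins of mean expression with genes without a read in 1 further bin, which was not in the plan. Exact intervals at 95% were computed by Clopper-Pearson unless Wilson is named, and 3 reads were taken as the limit that a count of 0 allows. Work was done in python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures in matplotlib 3.10.9.

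The functions were tested on simulated data. In counts drawn for all 28671 genes from the means and library sizes of these libraries, with 100 genes raised 8-fold and 100 genes raised 32-fold in 1 crab, 100% of each were called different, and so were 24 of 12111 unchanged genes. These simulations hold counting error only.

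The rule for the genes named in the text was set before the data were examined. It takes the receptors that the study names, the 10 genes of highest mean FPKM, the 4 most expressed members of each fixed list, the 5 genes of widest range among those with a mean FPKM of at least 10, and the 5 shared regions of highest fold enrichment. It also takes the 3 most expressed genes without a peak, the 3 genes of strongest promoter with an FPKM under 0.1 in all libraries, and the 2 most expressed members of each of the study's lists. Genes without a name are limited to 2 identifiers per part. The lists planned by gene description could not be formed, nor their members named, because no gene has one in the tables, so the 8 lists of the study and its 8 receptors were used, all of whose genes were found. The values of 1 of these receptors are not reported here. Alternatives covered pseudocounts, filters on low values, library scaling, promoter width, overlap rules, a stricter −log10 q of 5, a computation within each crab and leaving out each crab. The planned choices were made before the data were examined. Thinning of reads, plain read totals, placed sequences only, EVM models only and the order of the 2 highest genes under other scalings were added after seeing the data.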

Results

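Muscle of 3 Chinese mitten crabs (Eriocheir sinensis) in the inter-molt stage, the resting part of the molting cycle between one shell and the preparation of the next, was measured by 2 assays. RNA-seq gave the level of each transcript and ATAC-seq, in which the Tn5 transposase cuts open chromatin, gave the accessible regions. Each assay had 1 library per crab, 3 RNA libraries and 3 ATAC libraries in all, and there was no other stage or treatment to compare with. The questions that this design can answer are therefore which genes and regions were active in inter-molt muscle, how far the crabs differed, and how accessibility went with expression. The RNA libraries held 6772294, 7391379 and 7920094 reads assigned to genes in crabs 1, 2 and 3. In the ATAC libraries 57320, 49574 and 56919 peaks were called, with 76917, 62643 and 75785 summits.

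Inter-molt muscle devoted most of its reads to few genes. The 10 most abundant genes of each library took 31.4% ± 7.37 (SD, n = 3) of its reads and the 100 most abundant took 62.1% ± 7.17 (SD, n = 3), with Wilson 95% intervals for counting error within 0.0367 percentage points of each share. The gene with the highest mean FPKM as deposited was evm.TU.CM024112.1.203, at 6971213 to 6973174 on sequence CM024112.1, which took 4.67%, 3.65% and 12.6% of the reads in crabs 1, 2 and 3. Next came evm.TU.CM024117.1.150, at 5216908 to 5217186 on sequence CM024117.1, with FPKM values of 75620, 74853 and 108555. On plain read totals the order turned, with means of 75719 FPKM for evm.TU.CM024117.1.150 and 59459 FPKM for evm.TU.CM024112.1.203, and it also turned without crab 3. Of the 10 genes with the highest mean FPKM, 7 carried a promoter peak in all 3 ATAC libraries. These genes have no names in the files, so that their products are not given here. Of 28671 genes listed, 9366 (32.7%) reached an FPKM of 1 in all 3 libraries, 14164 did so in at least 1, and 8363 had no read in any. The number at or above 1 FPKM was 11811 ± 759 (SD, n = 3) per library.

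The transcriptome of crab 3 stood apart from those of crabs 1 and 2. Across 14164 genes the Spearman rho was 0.887 between crabs 1 and 2, 0.741 between crabs 1 and 3, and 0.741 between crabs 2 and 3, and genes are not independent replicates. Over all 28671 genes rho with crab 3 was 0.863 in both pairs. That lies below the range given by the study for its inter-molt libraries, and the set of genes behind that range is not known here. Among 12319 genes with a mean FPKM of at least 1, 1770 (14.4%) differed by at least 4-fold on the log2(FPKM + 1) scale between the highest and the lowest crab. The widest ranges among genes with a mean FPKM of at least 10 all had crab 3 highest. The gene evm.TU.CM024121.1.590, at 20917694 to 20924254 on sequence CM024121.1, had an FPKM of 10.9 in crab 1, 33.4 in crab 2 and 4790 in crab 3, from 82, 336 and 19889 reads. The gene evm.TU.CM024121.1.127, at 5727780 to 5729833 on the same sequence, had 1, 4 and 1660 reads. Without crab 3 the number of differing genes fell to 198, so this library decided most of the count. Each crab is 1 library, so that no test of these differences was possible. In counts simulated from the gene means of these libraries with no difference between crabs, 24 of 12111 genes reached the same range, which covers counting error alone and not the spread between animals.

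Which crab was highest depended on the library scaling. With the deposited FPKM, crab 3 was highest in 58.6% of the 1770 genes, crab 1 in 22.1% and crab 2 in 19.3%. The library size behind the FPKM of crab 3 was 0.491 times its recovered reads, against 1.04 times in crab 1 and 1.27 times in crab 2. When FPKM was recomputed on the plain total of recovered reads, crab 3 was highest in only 6.38% of 2741 differing genes. That rescaling moved the median gene by -1.03 in crab 3, 0.35 in crab 2 and 0.05 in crab 1 on the log2 scale. With scaling by the median ratio of genes, crab 3 was highest in 66.7% of 1894 genes. Among the 149 genes with a mean FPKM of at least 1000, crab 3 was highest in 135 with the deposited values and in 104 on plain totals. Both counts use a set chosen on the deposited mean, to which crab 3 contributes most, so the set favours genes high in crab 3.

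The study followed G protein-coupled receptors (GPCRs), cell-surface receptors with 7 membrane-spanning helices, as candidate signal receivers of the molting cycle, and 8 of its genes with that structure were measured here. Of these 8, 4 reached an FPKM of 1 in all 3 crabs, 3 had a promoter peak in all 3 ATAC libraries and 4 had one in none. The highest mean level was that of moody, known in insects as a receptor of the glial blood-brain barrier, at 16.7 ± 6.19 FPKM (SD, n = 3), or 24.5, 18.7 and 5.76 in crabs 1, 2 and 3 on plain read totals. It lies at 16787866 to 16867427 on sequence CM024100.1, and its promoter carried a peak in every ATAC library. The methuselah-family gene mth2, at 13395350 to 13427538 on CM024134.1, had FPKM values of 6.58, 7.20 and 19.7 in crabs 1, 2 and 3, with promoter peaks in crabs 1 and 3. On plain read totals the 3 values of mth2 were 6.83, 9.18 and 9.67.

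FMRFaR, the receptor of FMRFamide neuropeptides, at 6277784 to 6280715 on CM024127.1, had 3.87 ± 0.696 FPKM (SD, n = 3), or 4.26, 5.64 and 1.52 in crabs 1, 2 and 3 on plain read totals, with no peak in its promoter or gene body in any library. The gene gpr161, whose vertebrate namesake acts in the Hedgehog pathway, had 1.21 ± 0.414 FPKM (SD, n = 3), or 1.44, 1.92 and 0.363 on plain read totals, at 4971576 to 5026795 on CM024164.1. Its promoter had no peak, and all 3 libraries had one in the gene body, over 2 kb from the TSS.

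The remaining receptors lay near the limit of detection. GRM7, a metabotropic glutamate receptor at 5155732 to 5223447 on CM024146.1, had 0.110 ± 0.0265 FPKM (SD, n = 3), from 5, 11 and 4 reads. SSTR2, named after a somatostatin receptor, at 8660497 to 8662106 on CM024152.1, fell from view in crab 3, where it had 1 read against 21 in crab 1 and 11 in crab 2. Kpna6, a name shared with an importin of nuclear transport, at 2656532 to 2657725 on CM024137.1, had 5, 2 and 2 reads. Promoters of both SSTR2 and Kpna6 were open in all 3 ATAC libraries, with fold enrichments of 4.40, 3.78 and 5.44 for SSTR2 and 4.73, 4.69 and 6.52 for Kpna6. In these libraries 3 reads, taken as the limit that a count of 0 allows, corresponded to 0.427, 0.319 and 0.772 FPKM for a gene of 1 kb. These limits cover counting error only.

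The study did not count 3 further candidates as receptors, because its prediction tools did not give 7 helices often enough. The rhodopsin-like gene, at 8883560 to 8901922 on CM024144.1, had 12.8, 4.07 and 7.84 FPKM in crabs 1, 2 and 3, or 13.2, 5.18 and 3.85 on plain read totals, and no promoter peak. The gene sky, at 3234152 to 3244926 on CM024136.1, had 5.15 ± 0.537 FPKM (SD, n = 3), or 5.69, 6.92 and 2.22 on plain read totals, with promoter peaks in crabs 1 and 3. HTR4, named after a serotonin receptor and located at 6324039 to 6377507 on CM024104.1, had 3, 0 and 1 reads, and the 0 in crab 2 allowed up to 0.170 FPKM.

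**Figure D1:**
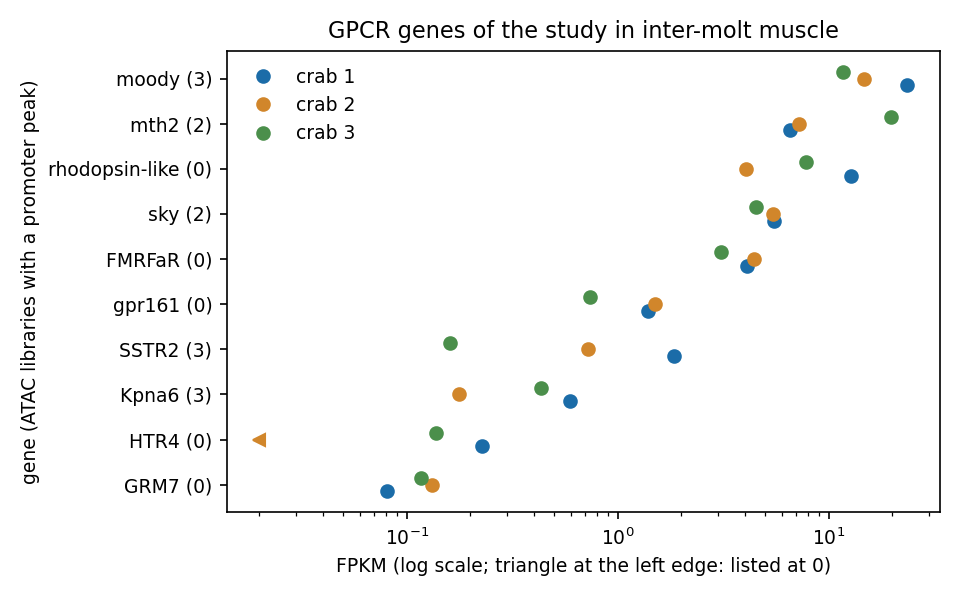
FPKM of 10 GPCR candidates of the study (log scale, horizontal) in each of the 3 inter-molt RNA libraries, 1 point per crab, with the number of ATAC libraries that have a promoter peak in parentheses. The gene moody has the highest mean, 16.7 FPKM, and GRM7 the lowest, 0.110 FPKM.

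The genes that the study found to change between stages in both assays were well expressed in inter-molt muscle. The study sorted these integrated differential genes by stage comparison (A post-molt, C inter-molt, D pre-molt, E molt) and by direction, which gives 8 lists. All 8 had a median level above that of random lists of the same size, with adjusted p from 0.00036 to 0.0106 (two-sided permutation, 10000 random lists, Benjamini-Hochberg over 9 lists). A gene needs reads to be called differential in this tissue, so that a higher median than that of random lists, which hold genes without reads, was largely given in advance. The study chose the A vs C and C vs D lists partly on these libraries, so that they are not independent evidence. The 164 genes lower in molt than in pre-molt had a median of 23.0 FPKM, and 149 of them reached 1 FPKM in all 3 crabs. The 327 genes higher in molt than in pre-molt had a median of 4.87 FPKM. The 40 genes higher in inter-molt than in post-molt had a median of 13.5 FPKM, and the 451 lower in inter-molt had 2.96 FPKM. The 8 receptors had a median of 2.54 FPKM, at the 86.6th percentile of random lists (adjusted p = 0.268, permutation). When genes without a read were left out of the random lists, 6 of the 9 lists passed. The 12 genes higher in pre-molt than in inter-molt (adjusted p = 0.0713) and the 24 lower in post-molt than in molt (adjusted p = 0.0635) then missed the threshold, both by permutation.

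Single members of these lists were among the abundant transcripts of the tissue. The gene evm.TU.CM024119.1.475, at 18006711 to 18034304 on CM024119.1, belonged to the genes lower in inter-molt than in post-molt and still had 8671 ± 1645 FPKM (SD, n = 3). The gene evm.TU.CM024136.1.421, at 14645299 to 14663769 on CM024136.1, had 7522 ± 4959 FPKM (SD, n = 3). It was on both the list of genes higher in pre-molt than in inter-molt and the list of genes lower in molt than in pre-molt.

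Accessible regions were shared among the crabs far more often than chance placement gives. The peaks merged into 85139 regions, of which 27373 (32.2%) had a peak in all 3 libraries, 17609 (20.7%) in 2 and 40157 (47.2%) in 1. With peaks placed at random on the same sequences, 1127 ± 23.7 regions (mean and SD of 100 placements) had all 3, with a highest value of 1200. Of the peaks of crabs 1, 2 and 3, 50.5%, 60.7% and 51.0% lay in regions shared by all 3 libraries. The strongest shared region lay at 10645699 to 10646024 on CM024133.1, with a fold enrichment of 46.6 ± 1.04 (SD, n = 3). Another lay close by at 10658301 to 10658862, with 41.1 ± 2.11 (SD, n = 3). None of the 5 strongest regions overlapped a promoter, and 1 of them, at 14076351 to 14076708 on CM024135.1, lay within a gene model.

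**Figure D2:**
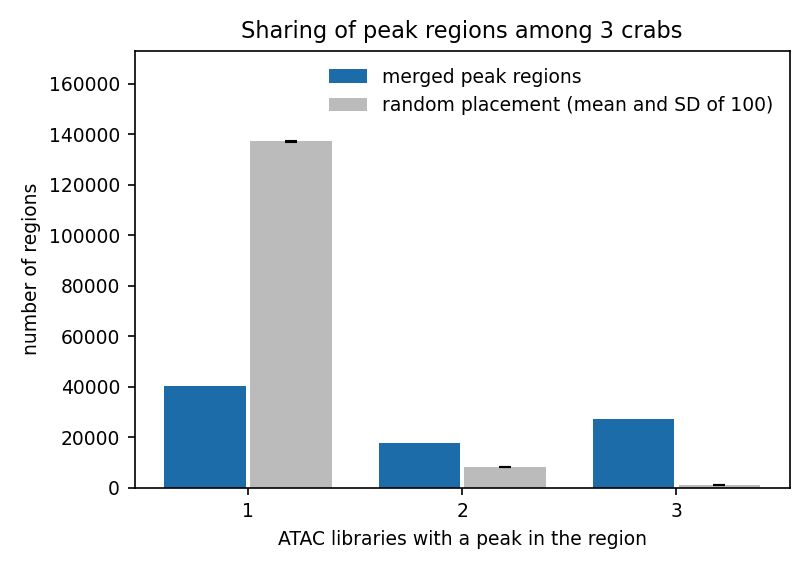
Number of merged ATAC peak regions (vertical) with a peak in 1, 2 or 3 of the inter-molt libraries, beside the mean of 100 random placements, whose error bars are the SD. All 3 libraries share 27373 regions, against 1127 at random.

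Shared peaks were also the stronger ones. The median fold enrichment was 4.25 ± 0.321 (SD, n = 3) for peaks in shared regions and 3.05 ± 0.147 (SD, n = 3) for peaks seen in 1 library. The difference was 0.48 ± 0.12 on the log2 scale (SD, n = 3), and the shared peaks were higher in 3 of 3 libraries. An exact sign-flip test with 3 libraries cannot go below p = 0.25 (two-sided), which was its value here. Fold enrichments are the authors' values from lists called separately, and this difference was taken within each list. A peak near the calling cutoff is easily missed in another list, so a difference in this direction was largely given in advance.

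Promoters held a larger share of the peaks than random placement gives. Of the peaks of a library, 20.0% ± 1.25 (SD, n = 3) overlapped the 2 kb on either side of a transcription start site (TSS), against 8.71% at random, with 8.85% the highest of 100 placements. A further 22.8% ± 1.39 (SD, n = 3) lay in the rest of a gene model and 57.2% ± 2.64 (SD, n = 3) between genes. The share at promoters was 15.3% of regions seen in 1 library, 18.7% of those in 2 and 23.1% of those in all 3. Unplaced sequences of the assembly held 27.0% ± 3.84 (SD, n = 3) of the peaks but 4.81% of the genes, and on placed sequences alone 24.5% ± 0.707 (SD, n = 3) of the peaks were at promoters.

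Genes with an open promoter were more highly expressed. A promoter peak was present in all 3 ATAC libraries for 6597 genes, whose median was 2.60 FPKM, and in none for 15823 genes, whose median was 0.161 FPKM. The difference of the medians of log2(FPKM + 1) was 1.63. It was 1.74, 1.68 and 1.54 in the RNA libraries of crabs 1, 2 and 3, with an SD of 0.105 (n = 3). These 3 values share the same split of genes, and computed within each crab and averaged the difference was 1.34. Of genes with a promoter peak in all 3 libraries 64.9% had a mean FPKM of at least 1, against 31.1% of those with none. Across all 28671 genes the Spearman rho of promoter fold enrichment with FPKM was 0.310 (permutation of genes, two-sided p = 1e-05, the smallest that 100000 permutations can give), and genes are not independent replicates.

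The share of genes with an open promoter rose with each step of expression above 0.1 FPKM. Genes without a read had a promoter peak in 19.7% ± 0.988 of cases (SD over 3 ATAC libraries), genes of 1 to 10 FPKM in 42.8% ± 6.38 and the 149 genes above 1000 FPKM in 82.8% ± 7.87. Crab 2 had the lowest share in every class. A peak in all 3 libraries was found for 974 of 8363 genes without a read (11.6%) and for 109 of the 149 most abundant (73.2%).

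**Figure D3:**
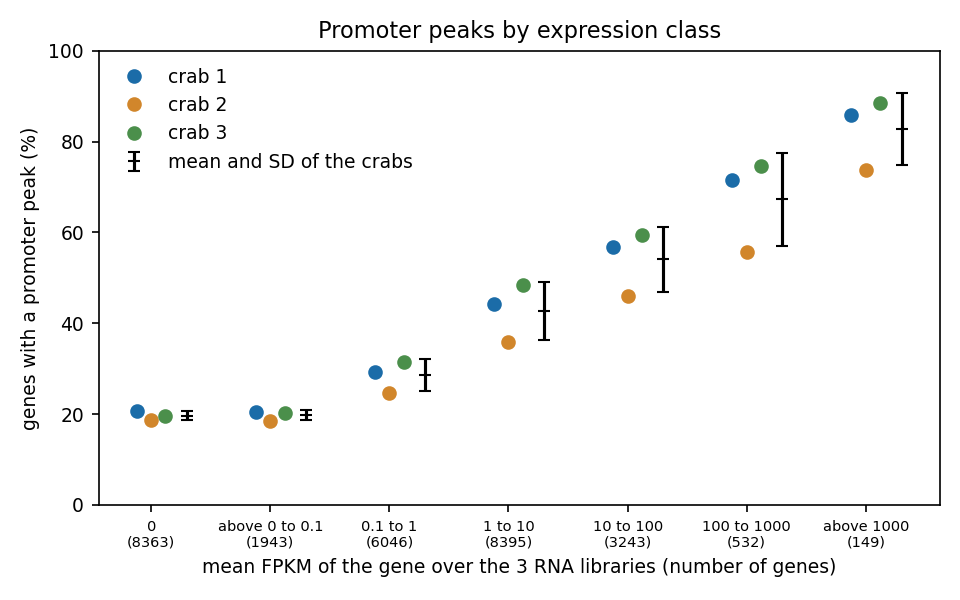
Share of genes with a promoter peak (vertical, percent) in each ATAC library by mean FPKM of the gene over the 3 RNA libraries (horizontal classes, with the number of genes), with the mean and SD of the 3 crabs. The mean share is 19.7% for genes without a read and 82.8% for genes above 1000 FPKM.

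Some genes went against this relation. The gene evm.TU.CM024127.1.180, at 4258132 to 4258629 on CM024127.1, had 4174 ± 1057 FPKM (SD, n = 3) and no peak within the gene or 2 kb of its TSS in any library. The gene evm.TU.CM024147.1.563, at 17392176 to 17394805 on CM024147.1, had 3278 ± 2923 FPKM (SD, n = 3) and likewise no peak. In the opposite case, evm.TU.JACDRO010001613.1.1, at 39526 to 40125 on the unplaced sequence JACDRO010001613.1, had a promoter fold enrichment of 21.8 on average and no read in any RNA library.

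Promoter accessibility in inter-molt muscle differed from that of equally expressed genes for 1 of the 9 lists. Of the 24 genes lower in post-molt than in molt, 15 (62.5%) had a promoter peak in all 3 libraries, against 32.4% of random lists matched on mean expression (adjusted p = 0.0324, two-sided permutation, 9 lists). This call was lost with promoters of 1 kb (adjusted p = 0.0702) or 3 kb (adjusted p = 0.103) on either side of the TSS, where the share was 50% and 62.5%, and without crab 2 (66.7%, adjusted p = 0.122), all by permutation. It was kept with the whole gene and 2 kb upstream (83.3%, adjusted p = 0.0006, permutation) and among peaks with a −log10 q of at least 5 (58.3%, adjusted p = 0.0018, permutation). The window of the whole gene grows with its width, on which the random lists were not matched, so that alternative is no check on promoters alone. The 327 genes higher in molt than in pre-molt had 38.5% against 32.3% (adjusted p = 0.0729, permutation), and the 60 genes higher in post-molt than in molt had 23.3% against 32.4% (adjusted p = 0.423, permutation). For the 451 genes lower in inter-molt than in post-molt the share was 32.2% against 29.4% (adjusted p = 0.423, permutation), and for the 8 receptors it was 37.5% against 28.6% (adjusted p = 1, permutation). The lists of 327 and of 451 genes passed under the same 2 alternatives, with the same adjusted p. The lists of 24 and of 327 genes share 15 members, so that their results are not separate. The study required a changed peak assigned to each listed gene, at any distance, so that these lists were not drawn without regard to accessibility.

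Expression and promoter deviations were weakly and positively correlated between libraries of the same number, which this design cannot tell from chance. Over 7395 genes the correlation of expression deviations with promoter deviations was 0.0516, 0.0236 and 0.0326 for the libraries numbered 1, 2 and 3. The mean of the matching libraries was 0.0359, the highest of the 6 possible pairings (exact permutation over pairings, one-sided p = 0.167, the smallest this design allows). The next highest pairing gave 0.0107. The mean was 0.0103 for genes with a promoter peak in all 3 libraries and 0.0607 for genes with a mean FPKM of at least 10, so its size depended on the genes taken. Fold enrichments of separately called lists were set side by side here after the mean of each gene and of each library was removed. Deviations from a shared gene mean are tied to each other, so the 3 values are not independent.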

Values the study reported

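In molt-period muscle the study reported between 44,610 and 52,473 peaks per library and between 56,607 and 68,956 summits. It placed 26.4% of the peaks of that stage at promoters and 51.3% in distal intergenic sequence. Replicates of a stage correlated above 0.90 in ATAC-seq, and the Spearman correlations of the inter-molt RNA libraries were given as 0.9107 to 0.9342. The study counted 2011 differentially expressed genes between post-molt and inter-molt and 164 between inter-molt and pre-molt. Genes changed in both assays numbered 491 and 17 in these comparisons.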

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

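Plain read totals, thinned reads, placed sequences only and EVM models only were chosen after seeing the data. The rank correlation of promoter accessibility with expression ranged from 0.243 to 0.350 over its alternatives, and in the replicate block it was 0.274 ± 0.0541 (SD, n = 3). Over all genes the mean RNA rho was 0.883, against 0.790. The mean rho ranged from 0.720 to 0.874 when a crab was left out. Expressed genes numbered 14164 when 1 library sufficed and 14032 at 0.1 FPKM in all 3. Genes that differ between crabs numbered 3472 with a pseudocount of 0.1, 909 above a mean FPKM of 10, 2741 on plain read totals, and from 198 to 1198 without 1 crab. Regions shared by all 3 libraries numbered 17170 at a −log10 q of at least 5, by construction from fewer peaks, 19803 with reciprocal overlap and 18305 on placed sequences. The difference of shared and single-library peaks was 1.55 on −log10 q and 0.33 among peaks with a −log10 q of at least 5. Peaks at promoters made up 15.6% for 1 kb, 23.5% for 3 kb and 24.5% on placed sequences. Genes with and without a promoter peak differed by 1.81 for 1 kb, 1.502 for the whole gene with 2 kb upstream, 3.37 with a pseudocount of 0.1, 1.13 above a mean FPKM of 0.1, 1.34 in the replicate block, 1.89 on placed sequences, 2.00 for EVM models only, and from 1.49 to 1.62 without 1 crab. Of the 9 lists, 0 passed the promoter test for 1 kb or 3 kb, 3 for the whole gene with 2 kb upstream, 3 at a −log10 q of at least 5, and from 0 to 1 without 1 crab. Where no cause is given the cause was not tested. The matched-crab comparison has no version without a crab, since it needs all 3. Genes with a handful of reads, such as GRM7 and HTR4, are limited by counting error. With the deposited scaling, 3 reads in crab 3 were 0.0873 FPKM for GRM7 and 0.411 FPKM for HTR4.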

Other observations

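The tests of effective reads, of the molting cycle and of active genes were chosen after their results had been seen, and runs of neighbouring genes had been seen before the shuffle tests were set, though their counts had not. Genes that differ between crabs tended to be neighbours. Of 7948 adjacent pairs of genes with a mean FPKM of at least 1, 272 were pairs in which both genes differed and were highest in the same crab, 171 of them in crab 3. In 1000 shuffles of the genes the mean was 70.5 and the highest 99, and with shuffles kept within classes of expression the highest was 123. Altogether 41 runs held at least 3 successive genes, the longest with 6 genes at 9550178 to 9572599 on CM024101.1. A region singled out after its values were seen, at 19916196 to 19938067 on CM024119.1, had 4 genes with 2300 reads in crab 3 and 0 reads in crabs 1 and 2.

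Split gene models could place parts of 1 transcribed unit side by side. Among 4010 pairs on opposite strands or more than 10 kb apart, 93 still differed together. The highest value was 54 in the shuffles and 67 in those kept within classes of expression. Pairs on opposite strands were taken at any distance, also where their models overlap, as 2 models of the region on CM024119.1 do. As strand use was not stated, such pairs can be parts of 1 transcribed unit, so this count cannot exclude split models. Tandem copies that share reads, and variants of single animals, stay open and were not tested, and no biological explanation was tested. These counts use the deposited scaling.

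The lower agreement of crab 3 in RNA does not come from fewer effective reads in the test made. With crabs 1 and 2 thinned to the effective depth of crab 3, their rho was 0.866, against 0.737 for the closest pair with crab 3. Without the 100 most abundant genes the rho between crabs 1 and 2 was still higher by 0.149 than the mean rho with crab 3. Leaving out 100 of 14164 genes can hardly change a rank correlation, so whether a few genes took the reads stays untested. A candidate explanation is that the crabs stood at different points of the molting cycle. It was tested with the study's lists of D vs E and E vs A, which were drawn without inter-molt libraries. In crab 3, 3 of 4 lists lay outside random lists of equal expression. The 4 lists are not separate tests, since both comparisons use the molt libraries. Of the 24 genes lower in post-molt than in molt, 15 were also among the 327 higher in molt than in pre-molt. The 164 genes lower in molt than in pre-molt shared 5 with the 60 higher in post-molt than in molt. Genes lower in molt than in pre-molt were higher in crab 3 by a median of 1.06 (log2, random 0.16 to 0.74), those higher in molt were at -0.53 (random -0.23 to 0.14) and those higher in post-molt than in molt were at 1.29 (random -0.35 to 0.67), while genes lower in post-molt than in molt, at -0.58 (random -0.67 to 0.63), lay inside. All 4 lists of A vs C and C vs D also lay inside in crab 3. The study drew them partly on these libraries, and the C vs D lists had only 5 and 9 genes tested. Genes higher in post-molt than in molt lay outside in crab 1, at -1.04 (random -0.35 to 0.26). Both D vs E lists lay outside in crabs 1 and 2, with lower genes at -0.39 and -0.59 and higher genes at 0.40 and 0.17. Each deviation was taken against the other 2 crabs, so these values largely mirror crab 3 and are not separate evidence. Genes lower in pre-molt than in inter-molt lay outside in crab 2, at 0.76 (random -0.84 to 0.68). Whether the crabs stood at different points of the cycle stays open. The genes lower in post-molt than in molt lay inside, and genes of a list that move together make the random range too narrow. With gene length matched as well, the list of lower genes in molt was at the 100th percentile, which argues against a length bias behind the shift of this list. Whether the lower rho of crab 3 follows gene length was not tested. The list's share of genes with a promoter peak in crab 3 exceeded that of crabs 1 and 2 by 9.43 percentage points, within the random range of 4.09 to 14.5. The ATAC library recorded for crab 3, whose peak names carry another number, thus showed no matching shift.

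Peaks were dense where genes are few. Unplaced sequences had 190 regions per Mb and the part of CM024137.1 beyond 18 Mb had 155, against 56.9 on the other placed sequences, and regions were more often shared by all 3 libraries there, 46.7% and 39.8% against 27.5%. The length of a sequence was its highest gene or peak position, and sequences without either were left out. This can raise the density on the short unplaced sequences. The boundary at 18 Mb was a fixed setting, and no other was tried. Gene models on unplaced sequences and on the part beyond 18 Mb were less often active by these counts. A mean FPKM of at least 1 was reached by 12.04% of genes on unplaced sequences (exact 95% interval 10.4% to 13.9%). On the distal part of CM024137.1 the share was 3.85% (1.06% to 9.56%), against 44.7% elsewhere. The counts left out reads that mapped to several places and cover gene models only. Transcription of repeated sequence or outside the models could be missed, so these shares do not exclude it as a source of the density. Repeated sequence collapsed in the assembly could raise the local background, whose ratio to other placed sequences was 1.07 to 1.26 on unplaced sequences and 0.895 to 1.22 on the distal part of CM024137.1 over the 3 libraries. These ratios are too low to call collapsed repeats and, in crab 2, too high to rule them out, so collapsed repeats and open chromatin cannot be told apart without the genome sequence.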
